A study of Mus musculus with 4 samples. Its data were reported in "The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors" (2023).

How the data were processed

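Single-cell RNA-seq was performed by the authors on MSC sorted from the lamina propria of mouse small intestine and colon after the muscle layer had been removed. Labels give 2 independent experiments with 3 female mice each, at 8 to 10 weeks of age, and 2 libraries per intestine. Droplet libraries were made with a 3′ or a 5′ kit, and which kit a library had is not stated. The authors aligned reads to mm10 and counted UMIs with Cell Ranger, version 3.0.2 for the replicate 1 libraries and 3.1.0 for the replicate 2 libraries per the file headers. The deposited values are raw UMI counts per gene and cell barcode, with no normalization, over the same 28692 gene rows in each library. Depth ranged from 14341443 to 52269372 UMIs per library. Intervals on shares and counts cover counting error only.

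A barcode was kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs. Doublets were called per library with scrublet in scanpy 1.11.5 (Python 3.11.15) at its automatic threshold, which removed 6, 913, 32 and 580 barcodes (0.327%, 5.98%, 1.32% and 4.57%) of small intestine replicates 1 and 2 and colon replicates 1 and 2. Clustering used the steps that the study describes, in R 4.3.3 with Seurat 5.3.0. Libraries of an intestine were integrated by anchors over 2000 variable genes (vst), cell cycle scores were regressed out, and Louvain clusters were computed from 30 principal components at resolution 0.5. Contaminating clusters were removed and the clustering was repeated. Hox genes, chemokines and the genes of the lists below were left out of the clustering features. These omissions, the cell cycle genes (those of Seurat), the resolution and the number of components were chosen here.

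The markers of each class were fixed before the data were examined, as were the gene lists, the rule for naming genes, the tests and most alternatives, but no rule for scoring clusters. A cluster took the name with the highest mean log2 fold of its markers over all other cells (pseudocount 10 CPM, minimum score 0.25). After the clusters had been seen, a name was required to rest on at least 3 markers detected in at least 1% of its cells, contaminating clusters were also removed in the second round, and clusters under 2% of the cells with no marker of their name among their top 10 genes stayed unnamed. A second score, against the mean of the other MSC clusters, was also tried. It changed the name of 3 of 10 small intestinal and 0 of 9 colonic clusters, and of 0 clusters of PDGFRαhi FB, CD81+ FB, SMC and pericytes. Names of the remaining FB clusters were thus not stable, and they were compared by cluster number. Clusters with at least 50% of the *Fgfr2* level of the highest such cluster of the intestine were called Fgfr2-high and the others Fgfr2-low, a rule set after the levels had been seen. These groups stand in for the Fgfr2+ FB and the Igfbp5+ or CD90+ FB of the study. Differences from the study may come from rebuilt names. Cells removed as contaminants included 78 immune cells of small intestine and a mixed colonic cluster of 231 cells led by *Ptn*, *Apod* and *Myoc* that scored as glia.

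UMI counts were summed per library and class. Colon and small intestine were compared with the quasi-likelihood test of edgeR 4.0.16 (filterByExpr, TMM normalization, robust fit, no block). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1.5, as in the study. The difference of the effects between PDGFRαhi FB and Fgfr2-high FB was tested as a class by tissue term with library as a block. Gene lists were tested with camera (correlation 0.01) and fry of limma 3.58.1. They comprised Hox genes, chemokines, vitamin A metabolism, interferon response, epithelial support and immediate early genes, taken in part from genes that the study discusses for these cells, so that a count adjusted over the list alone is not independent evidence. Lists of the study from sorted cells and a list of genes of PDGFRαhi FB subclusters were also read. A gene of the epithelial support list entered the tests and is not reported here. Further lists served as checks (epithelial, immunoglobulin and sex-linked genes). Positions are of GENCODE vM21 (GRCm38), where 28339 of the 28692 gene IDs matched.

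Genes named per comparison were the 5 with the largest change in either direction among those called, with the same direction in both same-numbered pairs and at least 50 UMIs in each library of the higher intestine. Of 40 such genes, 5 lead a cluster of their class and are not reported. Of the 40, 19 had 0 UMIs in the lower intestine, and their fold is given as a lower bound against a floor of 3 counts. Genes with 1 to 3 counts are given as a ratio with a 95% counting interval, and genes with 4 counts carry this interval beside the fold change. The SE of a log2 fold change is its size over the square root of the quasi-likelihood F statistic. It is not a direct estimate of error, and with few UMIs in an intestine it can lie below the counting error.

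The steps were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed. Of these 82% were recovered in PDGFRαhi FB (11528 genes), 81% in Fgfr2-high FB (11985 genes), 80.5% in CD81+ FB (11470 genes) and 80.5% in Fgfr2-low FB (11971 genes), with 3, 6, 4 and 4 false calls. For the class by tissue term (12627 genes) 89.5% were recovered, with 7 false calls. Simulated libraries were drawn independently around a common mean per gene, without the deviations that same-numbered libraries share in these data. Recovery of smaller changes, or with such deviations, was not tested.

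PDGFRαhi FB were to be clustered again at the lowest resolution that gave 3 clusters. No step from 0.1 to 1 did, and resolution 0.3 (4 clusters) was used, which changes the smallest possible p to 0.0625.

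Alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, no low-count filter, resolutions 0.3 and 0.8, joint clustering of all 4 libraries, doublets kept, at most 5% mitochondrial UMIs, equal cell numbers, the replicate number as a block, and each library left out. Comparisons of single clusters, of pooled FB clusters and of closest matches, and the second naming score, were chosen after seeing the data. The embryonic, grafting and sorted-cell sequencing data of the study were not used here, apart from its gene lists.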

Results

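To describe the mesenchymal stromal cells (MSC) of the adult gut, single cells were profiled from the lamina propria (the connective tissue beneath the epithelium) of mouse small intestine and colon. The mice were untreated and 8 to 10 weeks old. Each intestine gave 2 droplet libraries (replicates 1 and 2), and 3 female mice entered each experiment. Cells had been sorted as live, non-hematopoietic, non-endothelial, non-epithelial and non-glial cells carrying integrin β1. The values are counts of unique molecular identifiers (UMIs) per gene and cell barcode.

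The small intestine libraries held 2061 barcodes (replicate 1) and 16795 barcodes (replicate 2). The colon libraries held 2590 barcodes (replicate 1) and 13537 barcodes (replicate 2). Total depth was 14341443 and 45640122 UMIs in small intestine and 22076000 and 52269372 UMIs in colon, for replicates 1 and 2. The cell filter passed 32216 of 34983 barcodes (92.1%) before doublets were removed. Of the alternatives, a minimum of 1000 genes moved this share most, to 80.2%. After doublet removal 1828 and 14350 small intestinal cells and 2399 and 12108 colonic cells remained. The median depth of these cells was 6965 and 2734.5 UMIs in small intestine and 8810 and 3878 UMIs in colon. The replicate numbers thus differed in cell number and in depth per cell in both intestines.

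After removal of endothelial cells, plasma cells, immune cells, interstitial cells of Cajal and a colonic cluster scored as glia, 15596 small intestinal and 13781 colonic MSC remained. Clusters were named from markers set before the data were examined. PDGFRαhi fibroblasts (FB), CD81+ FB, smooth muscle cells (SMC) and pericytes were named in both intestines. The remaining large FB clusters did not separate into the same named classes in both intestines, and they were compared by cluster number. Those with high *Fgfr2* (small intestine cluster 2; colon clusters 3 and 6) are called Fgfr2-high FB and the others (small intestine clusters 0 and 1; colon cluster 0) Fgfr2-low FB. *Fgfr2* was at 356 CPM (UMIs of a gene scaled to a common total) in the small intestinal Fgfr2-high cluster, against 105 and 131 CPM in the Fgfr2-low clusters. In colon it was at 134 and 175 CPM in the Fgfr2-high clusters and at 68.5 CPM in the Fgfr2-low cluster. Stress and immune genes led some of these clusters. *Cxcl2*, *Ereg*, *Cxcl1*, *Areg*, *Ccl2* and *Ptgs2* led small intestine cluster 1, and *Igkv1-110*, *Igkc*, *Jchain* and *Igha* were among the leading genes of colon cluster 0. *Cxcl9* and *Ccl8* were among those of colon cluster 6, and *Saa3* among those of small intestine cluster 2.

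To ask how far the classes of both intestines resemble each other, their summed profiles were correlated over 1353 shared variable genes, for each of the 4 pairs of a small intestinal and a colonic library. Genes are not independent replicates, and these correlations carry no p-value. Mean Pearson r was 0.904 ± 0.0103 (SD over 4 library pairs) for CD81+ FB, 0.834 ± 0.0201 for PDGFRαhi FB, 0.816 ± 0.0261 for SMC and 0.801 ± 0.0956 for pericytes. Each of these 4 classes had its own counterpart as the best match in 4 of 4 library pairs, from either side. Among the alternatives that kept all 4 libraries, 1000 variable genes moved these values most, to 0.821 in pericytes. Small intestinal and colonic Fgfr2-high FB correlated at 0.855 ± 0.0186, and small intestinal and colonic Fgfr2-low FB at 0.853 ± 0.0153. However, small intestinal Fgfr2-low FB correlated better with colonic Fgfr2-high FB (0.875 ± 0.0147), which was their best match in 4 of 4 library pairs. With all 4 libraries clustered together, each of these groups matched its own counterpart better (Fgfr2-low FB at 0.887, against 0.820 with colonic Fgfr2-high FB). The match of these FB clusters between the intestines is therefore uncertain, which bears on each comparison of them below.

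**Figure D1:**
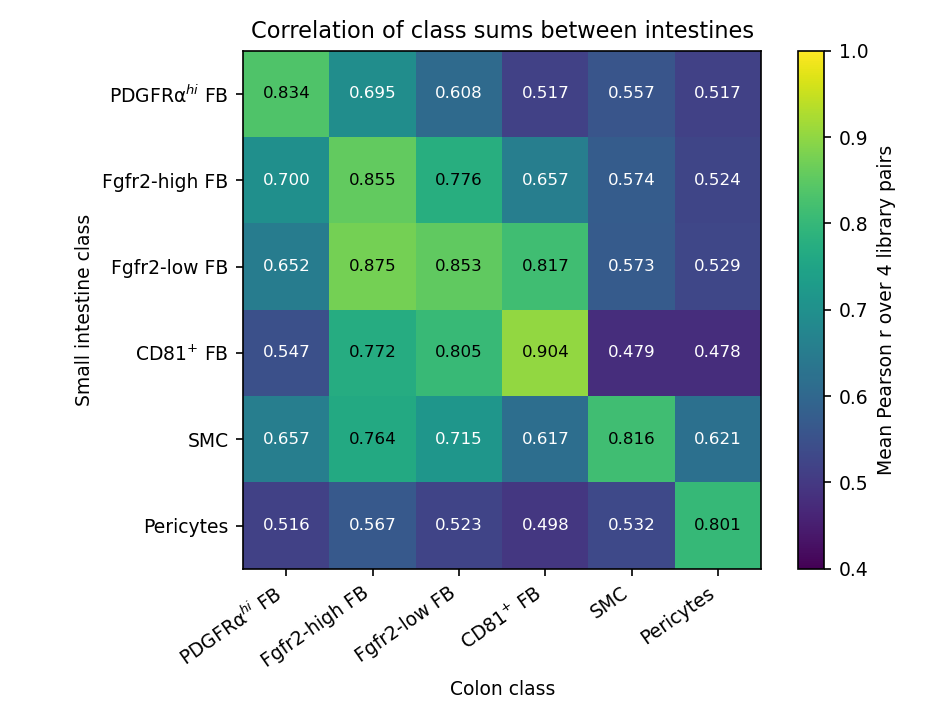
Mean Pearson r between class sums of small intestine (rows) and colon (columns) over 1353 shared variable genes, each the mean of 4 library pairs. The diagonal holds the highest value of its row in all classes but small intestinal Fgfr2-low FB, whose highest value (0.875) is with colonic Fgfr2-high FB.

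Class shares were taken within the MSC of each library, with exact (Clopper-Pearson) 95% binomial intervals that cover counting error only. PDGFRαhi FB made up 13.2% (11.4 to 15.1) and 9.45% (8.97 to 9.94) of small intestinal MSC in replicates 1 and 2. In colon they made up 27.9% (26.0 to 29.9) and 28.5% (27.6 to 29.3). CD81+ FB made up 23.7% and 20.6% in small intestine and 9.12% and 20.9% in colon. Fgfr2-high FB made up 11.6% and 18.8% in small intestine and 30.9% and 21.2% in colon. Fgfr2-low FB made up 38.9% and 47.1% in small intestine and 15.6% and 21.9% in colon. SMC made up 5.84% and 2.07% in small intestine and 11.7% and 6.95% in colon. Pericytes made up 5.39% and 0.224% in small intestine and 4.798% and 0.582% in colon, so that replicates of an intestine differed more than the intestines did. Genes that define the classes differed between the intestines, and 2 against 2 libraries cannot give an exact permutation p below 0.3333, so no difference in share is claimed. Small intestine clusters 7 and 10, led by interferon-induced and by cell cycle genes, were left out of all classes under a size limit set after seeing the clusters. They held 19 of 1336 MSC (1.42%) in replicate 1 and 240 of 14260 MSC (1.68%) in replicate 2, and no colonic cluster was left out this way.

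**Figure D2:**
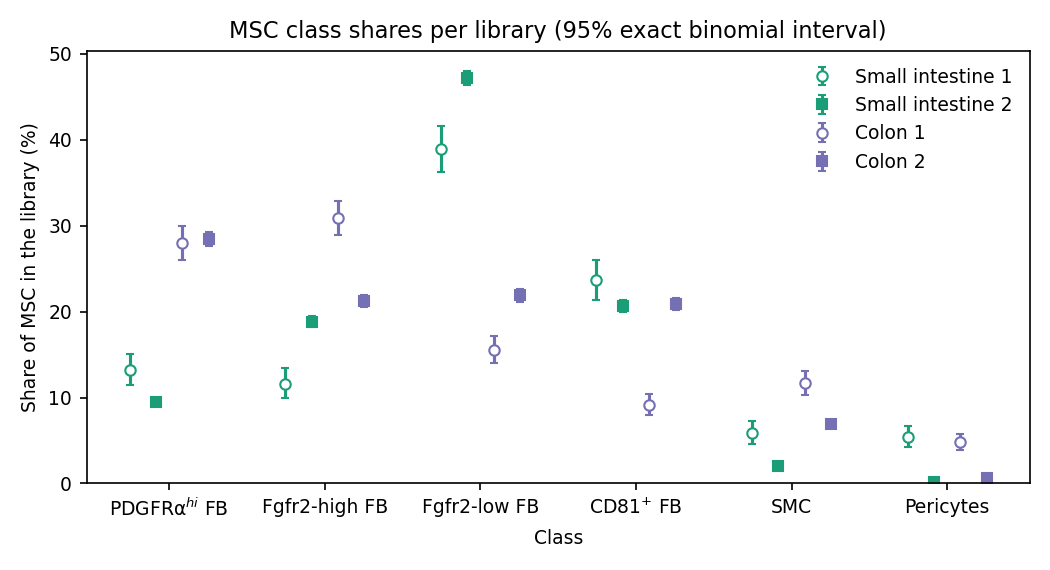
Share of MSC (%) in each class (horizontal axis) for each of the 4 libraries, with exact 95% binomial intervals. The colonic PDGFRαhi FB shares (27.9% and 28.5%) lie above the small intestinal shares (13.2% and 9.45%), and pericyte shares differ mostly between replicate numbers.

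Epithelial support genes encode BMP, WNT, R-spondin and growth factor ligands or their antagonists, and the question was whether an FB class was their main source in both intestines. For each of 22 genes, each FB class was tested for being the highest of the 4 FB classes within every library (one-sided exact permutation test of the class labels within libraries, Benjamini-Hochberg adjustment over 88 tests). In 11 tests the class was highest in 4 of 4 libraries, with p = 0.00391, the smallest p these permutations can give (adjusted p = 0.0312). PDGFRαhi FB were highest for *Bmp3* (164 ± 58.7 CPM, SD, n = 4), *Bmp5* (566 ± 83.8 CPM), *Bmp7* (369 ± 91.2 CPM), *Wnt5a* (264 ± 72.7 CPM) and *Wif1* (82.7 ± 25.6 CPM). The mean log2 difference to the next class was 5.93 for *Wif1*, 5.23 for *Bmp3*, 3.88 for *Bmp7*, 3.23 for *Wnt5a* and 2.30 for *Bmp5*. CD81+ FB were highest for *Grem1* (989 ± 199.6 CPM), *Rspo3* (118 ± 60.4 CPM), *Rspo2* (28.9 ± 22.8 CPM) and *Bmp1* (165 ± 19.97 CPM). For *Bmp1* the next class was close, at a log2 difference of 0.16. *Fgf10* was highest in Fgfr2-high FB (61.8 ± 27.0 CPM). The number of calls ranged from 11 to 12 under the clustering, filter and pseudocount alternatives. Leaving out any of the 4 libraries left 0 calls, since the permutations of 3 libraries can no longer reach the threshold, while 15 to 17 tests then had an unadjusted p under 0.05.

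**Figure D3:**
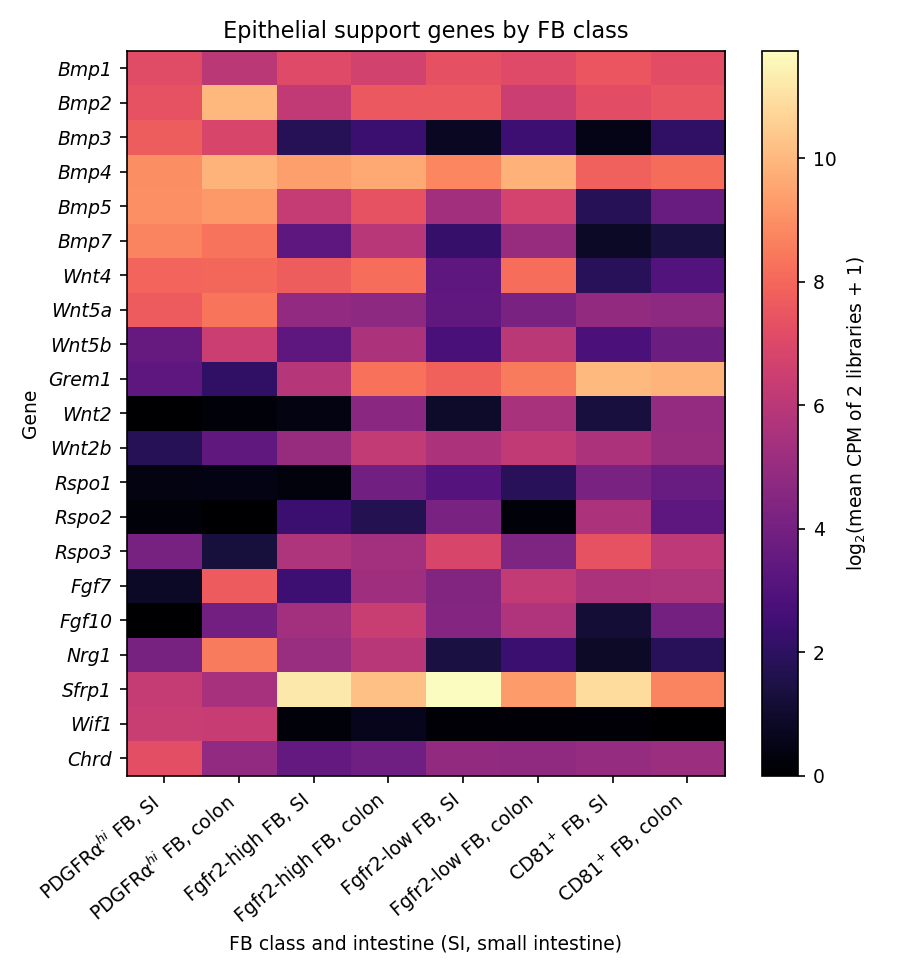
Mean level of epithelial support genes (rows) in each FB class and intestine (columns), as log2 of the mean CPM of 2 libraries plus 1. *Wif1* and *Bmp3* stand out in PDGFRαhi FB of both intestines, and *Grem1* is highest in CD81+ FB.

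To find how location affects each FB class, UMI counts were summed per library and class, and colon was compared with small intestine (n = 2 libraries each, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction). In PDGFRαhi FB 177 of 11528 genes passed, 92 higher in colon and 85 higher in small intestine. In Fgfr2-high FB 103 of 11985 genes passed (60 and 43). In CD81+ FB 100 of 11470 genes passed (35 and 65), and in Fgfr2-low FB 202 of 11971 (91 and 111). The adjusted p alone gave the same 4 counts. Each gene passing changed in the same direction in both same-numbered pairs of libraries, which the selection on the same 4 libraries largely fixes. Each Cell Ranger version covered 1 library per intestine, too few for a test within a version. With the replicate number as a block, 966, 787, 453 and 774 genes passed in PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB, so the counts depend strongly on this choice. Among the choices other than the replicate block, omitting the low-count filter moved the PDGFRαhi FB count most, to 586. Of the genes that passed in PDGFRαhi FB and in Fgfr2-high FB, 43 passed in both, of which 42 changed in the same direction. Both sets come from the same 4 libraries. With the Fgfr2-low clusters as the small intestinal match of colonic Fgfr2-high FB, a choice made after seeing the data, 158 genes passed, of which 59 were shared with the 103.

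In PDGFRαhi FB the genes with the largest rise in colon had 0 UMIs in both small intestinal libraries, so only a lower bound of the fold can be given. *Nxf7* (ENSMUSG00000031410, chromosome X, 135579555 to 135598777) had 763 and 954 UMIs in the colon libraries, at least 133-fold higher (adjusted p = 0.0249). *Adam23* (ENSMUSG00000025964, chromosome 1, 63445891 to 63596276) was at least 107-fold higher (adjusted p = 0.0205) and *Hoxa10* (ENSMUSG00000000938, chromosome 6, 52231197 to 52240854) at least 98.4-fold higher (adjusted p = 0.0212). *Hoxa11* was at least 55.9-fold and *Paqr5* at least 50.1-fold higher. Higher in small intestine were *C7* (ENSMUSG00000079105, chromosome 15, 4988762 to 5063740), with 1203 and 622 UMIs against 3 and 3 in colon (log2 fold change -10.37, SE 1.05, adjusted p = 0.0274). *Plbd1* (log2 fold change -8.34, SE 0.57) and *C1qtnf7* (log2 fold change -6.84, SE 0.85) were also higher in small intestine. *Hs3st6* had 3 UMIs in colon, a ratio of 511 with a 95% counting interval of 173 to 2487. *Plcxd3* had 2 UMIs in colon, a ratio of 464 (127 to 3854). All these genes are annotated as protein coding, and positions are of mm10.

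In Fgfr2-high FB *Hoxa10* (at least 155-fold), *Nxf7* (at least 110.2-fold), *Hoxa11* (at least 90.02-fold), *Cd109* (at least 63.0-fold) and *Hoxd11* (at least 59.0-fold) were higher in colon, each with 0 UMIs in small intestine. *Cyp1b1* (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) was at least 224-fold lower in colon, where it had 0 UMIs. *Lrat* (ENSMUSG00000028003, chromosome 3, 82892579 to 82903973) was at 687 and 665 CPM in small intestine and at 1.13 and 0.39 CPM in colon (log2 fold change -9.71, SE 0.53, adjusted p = 0.0140). *Angptl1* (log2 fold change -8.19, SE 0.40) and *Hmcn1* (log2 fold change -5.84, SE 0.38) were also lower in colon.

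In CD81+ FB *Hoxa10* was at least 105-fold higher in colon, with 0 UMIs in small intestine. *Thy1* (log2 fold change 5.19, SE 0.60), *Fez1* (4.04, SE 0.38), *Prrx1* (4.03, SE 0.48) and *Pitx1* (log2 fold change 3.996, SE 0.55) were also higher in colon. *Lrat* (log2 fold change -7.55, SE 0.43), *Cyp1b1* (-6.36, SE 0.64), *Hoxc8* (-6.21, SE 0.44) and *Rgs5* (-5.88, SE 0.34) were higher in small intestine. *Cyp1b1* had 4 UMIs in colon, a ratio of 68.6 (counting interval 26.5 to 253). *Hoxc8* also had 4, a ratio of 74.5 (28.8 to 275). *Saa3* had 2 UMIs in colon, a ratio of 146 (counting interval 40.2 to 1213). *Thy1* and *Rgs5* are markers of other classes (Igfbp5+/CD90+ FB and pericytes). In Fgfr2-low FB *Hoxa10* (at least 434-fold), *Hoxa11* (at least 239-fold) and *Hoxd11* (at least 209-fold) were higher in colon. *Hoxc8* (at least 176-fold) and *Hoxc4* (at least 118-fold) were lower in colon, both with 0 UMIs there, and *Angptl1* had a log2 fold change of -8.99 (SE 0.56). *Angptl1* had 4 UMIs in colon, a ratio of 499.6 (counting interval 195 to 1835).

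Hox genes, transcription factors of regional patterning, were followed as a list of 39, of which 24 to 27 were tested per class. In PDGFRαhi FB 12 passed the threshold, in Fgfr2-high FB 14, in CD81+ FB 9 and in Fgfr2-low FB 15. Adjusted over the list alone, 25, 25, 20 and 25 genes had an adjusted p under 0.05. Those that passed and were higher in colon belonged to paralogue groups 9 to 11 (to 13 in Fgfr2-low FB), and those higher in small intestine to groups 2 to 8 (4 to 8 in CD81+ FB). Since members moved both ways, the direction of the list as a whole depended on the test. The median log2 fold change was -2.96 in PDGFRαhi FB, -2.49 in Fgfr2-high FB, -0.89 in CD81+ FB and -4.37 in Fgfr2-low FB, and it was equal with the 8 to 10 genes at 0 UMIs in either intestine set to their bound. Camera gave a lower level in colon for PDGFRαhi FB (adjusted p = 0.000129), Fgfr2-high FB (0.0391) and Fgfr2-low FB (8.9e-06) and no shift for CD81+ FB (0.755). Under fry the shift in Fgfr2-low FB held (adjusted p = 0.0223), that in PDGFRαhi FB did not (0.165), and the direction was opposite in Fgfr2-high FB (0.0878) and CD81+ FB (0.0132). With joint clustering of the 4 libraries fry also turned the direction in Fgfr2-low FB (0.311), where the median log2 fold change was then -2.20. With directions ignored, fry gave adjusted p = 0.000749, 0.000901, 7.35e-05 and 0.000285 for the 4 classes in the same order as above.

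**Figure D4:**
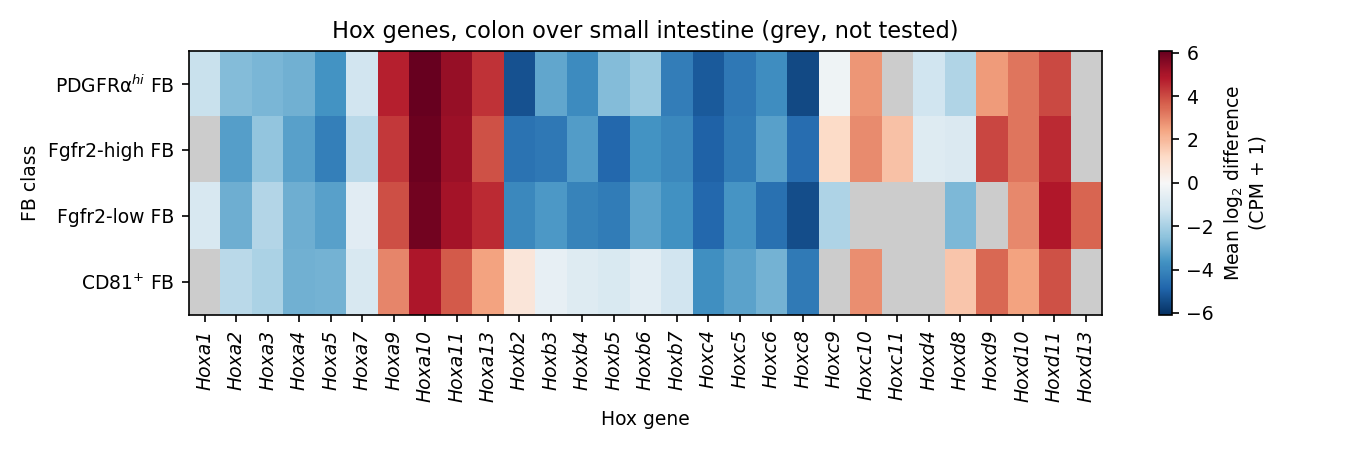
Colon over small intestine for each tested Hox gene (columns) and FB class (rows), as the mean over both same-numbered library pairs of the log2 difference in CPM plus 1. Genes of groups 9 to 11 of the a cluster are red (higher in colon) in all 4 classes, and *Hoxc4* to *Hoxc8* are blue (higher in small intestine).

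Further lists were set before the data were examined and tested with camera, with fry beside it and adjustment over 6 lists within a class. Interferon response genes were lower in colon in all 4 classes, with a median log2 fold change of -1.05 in PDGFRαhi FB, -1.06 in Fgfr2-high FB, -1.68 in CD81+ FB and -1.69 in Fgfr2-low FB over 17 genes. The camera adjusted p was 1.39e-07, 1.39e-08, 2.68e-16 and 2.01e-14. Without a block all 4 held under fry (0.0218, 0.0277, 0.0132 and 0.011), although with joint clustering fry gave 0.0841 in Fgfr2-high FB. With the replicate number as a block fry gave 0.0774, 0.135, 0.0491 and 0.0661, so that only CD81+ FB stayed under 0.05. Over all 6 lists and 4 classes, 2 of 17 fry calls held under this block. Of the 17 interferon response genes, 2 were higher in colon in PDGFRαhi FB, 2 in Fgfr2-high FB and 0 in the other classes. Singly, 0, 0, 2 and 4 of them passed the threshold over all genes, and 11, 13, 15 and 15 had an adjusted p under 0.05 adjusted over the list alone. With the replicate number as a block, 6, 2, 10 and 10 of them passed over all genes.

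Chemokine genes were lower in colon in PDGFRαhi FB (median log2 fold change -1.24, camera adjusted p = 0.00172), CD81+ FB (-0.32, 0.0265) and Fgfr2-low FB (-0.72, 0.0161), and fry kept the first and the last of these (0.0296 and 0.0223). In CD81+ FB fry gave 0.174. With joint clustering camera gave 0.0554 in CD81+ FB and 0.0641 in Fgfr2-low FB, and fry 0.167 in the latter. The Fgfr2-low FB median was then -0.12. Medians with a library left out, here and below, are differences of mean log2 CPM over the same genes. They are not fitted fold changes, so part of a shift from the reported median may come from the measure. Without colon replicate 1 the median was -0.77 in PDGFRαhi FB and -0.12 in CD81+ FB, in CD81+ FB it was also -0.65 without small intestine replicate 2 and -0.62 without colon replicate 2, and without colon replicate 2 it was -0.44 in Fgfr2-low FB. No shift was found in Fgfr2-high FB (camera adjusted p = 0.425). In PDGFRαhi FB *Ccl11* was at 1968 and 1214 CPM in small intestine and at 16.6 and 11.2 CPM in colon (log2 fold change -6.71, SE 0.47, adjusted p = 0.0191). Over all genes 3, 2, 2 and 2 chemokine genes passed the threshold in PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB, and 7, 8, 2 and 4 adjusted over the list alone. Genes of vitamin A metabolism were lower in colon in PDGFRαhi FB (median log2 fold change -1.31, camera adjusted p = 0.0111), CD81+ FB (-0.91, 0.00398) and Fgfr2-low FB (-1.48, 0.0204), and fry kept these (0.0218, 0.0329 and 0.0141). The median in CD81+ FB was -0.52 without colon replicate 1 and -0.58 without small intestine replicate 2. In Fgfr2-high FB only fry gave a shift (median log2 fold change -0.98, fry 0.00783, camera 0.103). This median was -0.44 without colon replicate 1 and -0.62 without small intestine replicate 2, and joint clustering gave -0.44 with a fry adjusted p of 0.158. Singly 2, 4, 1 and 2 of these genes passed over all genes, and 6, 6, 1 and 7 adjusted over the list alone. *Aldh1a3* in PDGFRαhi FB had a log2 fold change of -6.72 (SE 0.42, adjusted p = 0.0191). *Rbp4* went the other way, with a log2 fold change of 5.06 (SE 0.42) in Fgfr2-high FB and 4.07 (SE 0.26) in Fgfr2-low FB.

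Epithelial support genes were higher in colon in Fgfr2-high FB (median log2 fold change 1.23, 17 of 21 genes higher, camera adjusted p = 4.54e-08, fry 0.00783) and in PDGFRαhi FB (0.28, 11 of 18 genes, camera 0.0157, fry 0.0226). When any 1 library was left out, the median in PDGFRαhi FB ranged from 0.43 to 0.89, and was 0.89 without small intestine replicate 2. These values are differences of mean log2 CPM over the same genes, so they cannot be set directly against the fitted 0.28. In CD81+ FB no shift was found (camera 0.755), and in Fgfr2-low FB camera gave 0.0565 and fry 0.0230. Over all genes 5, 6, 3 and 6 support genes passed in PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB, and 8, 12, 7 and 14 adjusted over the list alone. In PDGFRαhi FB *Nrg1* was at 15.1 and 17.5 CPM in small intestine and at 281 and 451 CPM in colon (log2 fold change 4.65, SE 0.43, adjusted p = 0.0246), and *Fgf7* had a log2 fold change of 7.69 (SE 0.75), from 0 and 5 UMIs in small intestine. Immediate early genes, which respond within minutes to stimuli, were higher in colon in PDGFRαhi FB (median log2 fold change 1.06, camera adjusted p = 1.39e-07, fry 0.0469), Fgfr2-high FB (1.32, 4.54e-08, 0.0741) and CD81+ FB (0.72, 3.74e-05, 0.0132), with 18, 18 and 16 of 18 genes higher. With joint clustering fry gave 0.0510 in PDGFRαhi FB. Without small intestine replicate 2 the median in CD81+ FB was 0.47. In Fgfr2-low FB camera gave 0.475, and the median (0.06) had no settled direction, as it was -0.67 without colon replicate 2 and 0.62 without colon replicate 1. Without a block, no immediate early gene passed singly over all genes, and 6, 8, 4 and 0 did adjusted over the list alone. With the replicate number as a block, 7, 7, 1 and 0 passed over all genes in PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB. Joint clustering gave 1 in Fgfr2-high FB. The lack of single genes thus holds for the fit without a block only.

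Lists of genes that the study found to differ in bulk RNA-seq of sorted FB, from other samples, were then read in these libraries. The lists between the intestines were slightly shorter here than the numbers of genes quoted from the study. Of the genes listed as higher in sorted colonic PDGFRαhi FB, 305 of 323 tested (94.4%) were higher in colon, against 51.2% of all genes. Of those listed as higher in small intestine, 232 of 251 (92.4%) were lower in colon. In Fgfr2-high FB the shares were 308 of 355 (86.8%) and 217 of 249 (87.1%). Clustering all 4 libraries together moved these shares most, to 81.1% and 81.6%. Of the genes listed as higher in sorted Fgfr2+ FB than in PDGFRαhi FB, 343 of 352 (97.4%) had that direction, and of the opposite list 291 of 305 (95.4%). Camera and fry passed 0.05 after adjustment for all 6 lists, fry with adjusted p from 0.000783 to 0.00137.

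Whether the effect of the intestine differed between PDGFRαhi FB and Fgfr2-high FB was tested as a class by tissue term, with each library as a block. The effects differed for 1337 of 12627 genes (adjusted p under 0.05), 675 with a higher and 662 with a lower colonic effect in PDGFRαhi FB. *Cxcl13* (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) rose in colonic PDGFRαhi FB (log2 fold change 2.85, SE 0.27) and fell in colonic Fgfr2-high FB (-2.35, SE 0.26), a difference of 5.24 (SE 0.19, adjusted p = 7.94e-19). *Hs3st1* fell in PDGFRαhi FB (-5.41, SE 0.47) and changed little in Fgfr2-high FB (0.28, SE 0.33). *Ogn* rose in Fgfr2-high FB (4.82, SE 0.31) and not detectably in PDGFRαhi FB (0.42, SE 0.36). These 3 genes were chosen after their values were seen. Equal numbers of cells per library moved the count most, to 545, of which 504 were among the 1337.

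Expression of *Gli1* (ENSMUSG00000025407), a transcription factor of hedgehog signalling, was followed because the study addresses the descent of MSC from *Gli1*+ cells. It was sparse in every class, at 22.8 ± 5.15 CPM (SD, n = 4 libraries) in PDGFRαhi FB, 34.9 ± 5.19 CPM in Fgfr2-high FB, 28.5 ± 9.31 CPM in Fgfr2-low FB, 34.7 ± 6.84 CPM in CD81+ FB, 40.02 ± 13.9 CPM in SMC and 24.0 ± 11.4 CPM in pericytes. No order of the classes is read from these values. Endothelial cells, a comparison for free RNA, were at 3.61 ± 6.06 CPM, from 5 *Gli1* UMIs in 630 cells. Plasma cells gave 13.1 ± 8.44 CPM, from 9 UMIs in 166 cells. After each cell was thinned to 2000 UMIs, a *Gli1* UMI was found in 4.87% of PDGFRαhi FB, 7.41% of Fgfr2-high FB, 6.45% of Fgfr2-low FB, 7.28% of CD81+ FB, 7.08% of SMC and 2.40% of pericytes (means of 4 libraries). The same share was 0.0776% in endothelial cells and 7.08% in plasma cells, the latter from few cells. Shallower cells left out of the 4 libraries (small intestine 1 and 2, colon 1 and 2) numbered 10, 565, 5 and 271 PDGFRαhi FB, 21, 808, 19 and 191 Fgfr2-high FB, 39, 1348, 18 and 227 Fgfr2-low FB and 11, 426, 20 and 493 CD81+ FB. Those of the other classes numbered 12, 139, 13 and 123 SMC, 7, 25, 1 and 30 pericytes, 40, 1, 13 and 3 endothelial cells and 11, 7, 3 and 1 plasma cells. Unthinned, a *Gli1* UMI was found in 14.8% of PDGFRαhi FB (median depth 9169 UMIs) and 0.829% of endothelial cells (median depth 4408 UMIs) of small intestine replicate 1. In colon replicate 1 the unthinned share was 17.9% of PDGFRαhi FB (median depth 10330.5 UMIs) and 0 of 239 endothelial cells (median depth 5086 UMIs). Only 5 and 24 endothelial cells were found in the replicate 2 libraries. The PDGFRαhi FB share thus lay above that of endothelial cells in both replicate 1 libraries. Thinning to 1000 UMIs lowered the PDGFRαhi FB share to 2.86%.

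The order in which FB classes neighbour each other was measured in each library alone, as edges of a 20-nearest-neighbour graph over the number expected from class sizes. The pair Fgfr2-low with Fgfr2-high FB had the most edges in each library (mean observed over expected 0.292, from 0.222 to 0.408 over the 4 libraries). The mean was 0.0878 (0.0232 to 0.161) for CD81+ with Fgfr2-low FB, 0.0490 (0.0109 to 0.0769) for Fgfr2-high with PDGFRαhi FB and 0.00258 (0.00105 to 0.00389) for CD81+ with PDGFRαhi FB. The ranking of these pairs differed between libraries, and in colon replicate 2 CD81+ with Fgfr2-low FB (0.0232) lay below CD81+ with Fgfr2-high FB (0.0245). The linear order CD81+, Fgfr2-low, Fgfr2-high and PDGFRαhi FB ranked 1 of 12 possible orders in all 4 libraries, and in all alternatives tried. With doublets kept, however, Fgfr2-high with PDGFRαhi FB fell in colon replicates 1 and 2 from 0.0364 and 0.0769 to 0.00316 and 0.00660. In colon replicate 1 it then lay close to Fgfr2-low with PDGFRαhi FB (0.00242). In small intestine replicates 1 and 2 it rose from 0.0716 and 0.0109 to 0.0821 and 0.0291. Adjacent order in a graph gives no direction in time.

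PDGFRαhi FB were clustered again within each intestine, without the genes of the list that was then read. No resolution gave the 3 clusters that had been planned, so the lowest with more than 3 was used. It gave 4 subclusters in either intestine, numbered by falling *Cd9*. In colon *Cd9* was at 1589 and 1436 CPM in subcluster 1 (62 and 339 cells), where *Thbd* (CD141) was at 97.4 and 41.2 CPM. In subcluster 3 (245 and 1006 cells) *Cd9* was at 559.7 and 451 CPM, *Thbd* at 1520 and 771 CPM and *Acta2* at 5792 and 3117 CPM. *Acta2* was at 809 and 299.6 CPM in subcluster 1. Of the 20 list genes, 14 had the same highest subcluster in both colon libraries. *Fgf7*, *Il1rl1*, *Tnc*, *Wnt5a* and *Wnt5b* were highest in subcluster 1, *Ptgs2* and *Cxcl10* in subcluster 2, and *Acta2*, *Aspn*, *Il11ra1*, *Cxcl12*, *Bmp3*, *Bmp4* and *Wif1* in subcluster 3. At resolution 0.5 *Il1rl1*, *Tnc* and *Ptgs2* were instead highest in subcluster 7, the lowest in *Cd9*. *Wnt5b* moved to subcluster 2, as did *Fgf7* by the mean of both libraries, and *Wnt5a* stayed in subcluster 1. The genes of subcluster 3 stayed together with *Thbd*. With doublets kept the genes of subcluster 1 stayed there. With 4 placements in each of 2 libraries the exact permutation p was 0.0625, the smallest it can be, so no call can be made with 4 subclusters. The alternatives in colon allow a smaller p, 0.0204 at resolution 0.5 (7 subclusters) and 0.04 with doublets kept (5 subclusters), only because they have more subclusters. Most list genes had this smallest p in either alternative, without adjustment for the number of genes. Exceptions at resolution 0.5 were *Fgf7* (0.0408) and *Plpp3* (0.0612). Each gene's subcluster was chosen as the highest in the same values, which none of these p-values allows for. No call is therefore made from the alternatives either. In small intestine 9 of the 20 list genes had the same highest subcluster in both libraries, and subcluster 2 held only 2 and 33 cells. It was led by *Fbln1*, *Sfrp1*, *Grem1* and *C3*, with a relative UMI depth of 1.68 against 0.824 to 1.05 in the other subclusters. *Grem1* was highest in CD81+ FB above, so doublets or cells of another class in it cannot be ruled out. This bears on which small intestinal subcluster was highest. *Cd9* was lower in small intestine than in colon, at 432 and 259.5 CPM in subcluster 1.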

Values the study reported

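The study reported 698 genes that differed between small intestinal and colonic PDGFRαhi FB and 716 that differed between small intestinal and colonic Fgfr2+ FB, in bulk RNA-seq of sorted cells. It reported that 149 genes differed in both FB subsets. It reported 403 genes higher in Fgfr2+ FB than in PDGFRαhi FB and 345 genes higher in PDGFRαhi FB.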

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

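Of the tests below, those on PDGFRαhi FB transcripts in other cells and on unlike populations were chosen only after the result had been seen. The count with equal cell numbers had been set beforehand, but its reading as a test of this result came after. The effect of the intestine differed between PDGFRαhi FB and Fgfr2-high FB for 1337 of 12627 genes, by a test of the class by tissue term. For *Cxcl13*, colon minus small intestine on the log2 scale in the same-numbered pairs was 2.59 and 2.71 in PDGFRαhi FB, and -2.70 and -2.29 in Fgfr2-high FB.

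Unequal cell numbers per library are argued against as the whole cause, since 545 genes passed with equal numbers of cells per library, of which 504 were among the 1337. They may still account for part of the difference between 1337 and 545, as fewer cells also lower the power.

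RNA of PDGFRαhi FB in other cells, free or in doublets, cannot be told apart from other causes. Of 40 genes at least 4-fold higher in PDGFRαhi FB than in Fgfr2-high FB, Fgfr2-low FB, CD81+ FB and SMC (at least 50 UMIs per intestine), 18 were among the 1337. Pericytes were not compared. Their median log2 difference between colon and small intestine was 0.2431 and 0.13 in Fgfr2-high FB of replicates 1 and 2, and -0.67 and -1.24 in PDGFRαhi FB. In the other classes the medians were 0.11 and 0.07 (Fgfr2-low FB), 0 and 0.29 (CD81+ FB) and 0.08 and 0 (SMC). The 40 genes had 601 to 7627 UMIs per replicate in each of Fgfr2-high FB, Fgfr2-low FB, CD81+ FB and SMC, against 39839 and 79855 in PDGFRαhi FB. They cover a small part of the genes past the threshold.

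Unlike populations grouped as Fgfr2-high in the 2 intestines also stay open. With the Fgfr2-low clusters as the small intestinal match, 1778 genes passed, of which 890 were among the 1337. A similar number of genes passed with either match, but many were different genes, and the correlation of class profiles does not settle which match is right, since the best match changed with joint clustering. A biological difference between the FB classes in their response to location stays open and was not tested apart from these.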

How the results depend on the processing

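Alternatives on single clusters, pooled clusters and closest matches, and the second naming score, were chosen after seeing the data. Of 559 alternative values, 457 kept their direction and side of the threshold, or stayed within 1.5 times a count or 1 SD, and the others did not. Where no cause is named, the cause was not tested.

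In PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB, 560, 385, 214 and 493 genes passed with DESeq2 and 586, 480, 429 and 459 without the low-count filter, which by construction tests more genes. All genes called in the report were among these. Joint clustering gave 196 genes in Fgfr2-high FB and 109 in Fgfr2-low FB. Single clusters gave 280 and the closest match 158 in Fgfr2-high FB. Equal cell numbers, with fewer genes tested, gave 53 genes in CD81+ FB and 129 in Fgfr2-low FB. For the difference between PDGFRαhi FB and Fgfr2-high FB, DESeq2 gave 581 genes and equal cell numbers 545. When a library was left out, 177, 103, 100 and 202 genes (all those called in each class) stayed past the fold threshold in the 4 fits of each class, and 1334 to 1337 of the 1337 differences kept their sign. These genes were selected on the same libraries, so this says little about their stability.

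The replicate number as a block gave 966, 787, 453 and 774 genes in PDGFRαhi, Fgfr2-high, CD81+ and Fgfr2-low FB, and 857 genes for the difference between classes with block and tissue in place of the library term. The PDGFRαhi and Fgfr2-high FB counts then lay above the values quoted from the study, not below. Under the block camera gave 0.0652 for Hox genes in Fgfr2-high FB, 0.0595 for chemokines in CD81+ FB and 0.0423 for epithelial support genes in Fgfr2-low FB, and it changed no other camera call. Of 17 calls under fry, 2 kept their direction and side of the threshold under the block (interferon genes in CD81+ FB, 0.0491, and chemokines in Fgfr2-low FB, 0.00151). Interferon genes then had 0.0774, 0.135 and 0.0661 in PDGFRαhi, Fgfr2-high and Fgfr2-low FB, and Hox genes in Fgfr2-low FB 0.0753. Libraries of a number share the Cell Ranger version and may share a kit, but the labels do not say that the number marks the experiment, so the number was not taken as a pairing. Deviations of same-numbered libraries from their group means correlated across genes at 0.725, 0.664, 0.624 and 0.738 in the 4 classes.

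Ranges below are of one test over 4 settings (as reported, the block, DESeq2 size factors and joint clustering). Under fry, Hox genes in PDGFRαhi FB had an adjusted p of 0.165 (fry range 0.0774 to 0.188), and their direction was opposite to that of camera in Fgfr2-high FB (0.0878, fry range 0.0878 to 0.502) and CD81+ FB (0.0132, fry range 0.00396 to 0.0918). Vitamin A genes in Fgfr2-high FB had 0.00783 (fry range 0.00616 to 0.158), immediate early genes in Fgfr2-high FB 0.0741 (0.0741 to 0.158), chemokines in CD81+ FB 0.174 (0.0718 to 0.398) and epithelial support genes in Fgfr2-low FB 0.0230 (0.0230 to 0.0661). DESeq2 size factors kept all 17 fry calls and joint clustering 12. Joint clustering gave a camera adjusted p of 0.0554 for chemokines in CD81+ FB (camera range 0.0260 to 0.0595), 0.0641 for chemokines in Fgfr2-low FB (0.0161 to 0.0641) and 0.0107 for epithelial support genes in Fgfr2-low FB (0.0107 to 0.0565). Hox genes in Fgfr2-high FB had a camera range of 0.0132 to 0.0652. It also moved the shares of sorted-cell list genes in Fgfr2-high FB to 81.1% (higher in colon) and 81.6% (higher in small intestine), the colonic minus small intestinal share to -4.05 percentage points for Fgfr2-high FB and -12.2 for Fgfr2-low FB, and the correlation of Fgfr2-low FB to 0.887. Spearman's rho was 0.832 for Fgfr2-low FB and 0.890 for CD81+ FB.

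The *Gli1* share in PDGFRαhi FB was 4.21% at resolution 0.8. Thinned to 1000 UMIs, shares were 2.86% in PDGFRαhi FB, 3.51% in Fgfr2-high FB, 3.24% in Fgfr2-low FB, 3.305% in CD81+ FB and 2.82% in SMC, since fewer UMIs per cell find fewer *Gli1* UMIs. With doublets kept, Fgfr2-high FB were at 40.3 CPM and 8.65%. The cell filter passed 80.2% of barcodes at a minimum of 1000 genes and 86.4% at a maximum of 5% mitochondrial UMIs. For epithelial support genes the fits without 1 library gave from 0 to 0 calls, as 3 libraries cannot reach the threshold. In the small intestinal subclusters 13 to 15 of the 20 list genes kept their highest subcluster when a library was left out. The other 46 changes were medians of gene lists that moved when a library was left out.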

Other observations

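The tests of immunoglobulin genes were chosen only after the result had been seen, and those of kits, handling and epithelial genes before.

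Replicates 1 and 2 differed in cell number and depth in both intestines. The replicate 2 libraries shared 69 barcodes, as chance would give for a list of 3295000 barcodes (95% interval 2603600 to 4234900). The replicate 1 libraries shared 8 barcodes, for a list of 667250 (338640 to 1545500). Libraries of different numbers shared 0 to 2 barcodes. The intervals do not overlap, which is consistent with different kits in the replicate numbers, although the kit of each library is not stated. If so, each intestine had both kits. Differences between replicates may also come from the mice, which was not tested.

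Immediate early genes were higher in colon in 3 FB classes. In endothelial cells of replicate 1 their median log2 difference was 0.4023 (0.37 in replicate 2, from 24 and 5 cells), in plasma cells it was 3.16 and 1.00 (from 18 and 11 colonic cells), and in SMC it was -0.36 and -0.47. Handling of the tissue and a difference of the intestines cannot be told apart, as the other cell types go both ways and endothelial cells are few.

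Epithelial genes were too sparse to compare. At most 5 genes of the epithelial list had at least 10 UMIs in an FB group and replicate. These 5, in Fgfr2-low FB of replicate 2, were all lower in colon, with a median log2 difference of -0.13. Free RNA of epithelial cells thus cannot be told apart from other causes of a difference in them.

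Immunoglobulin genes (a list of 6, none of them a clustering feature) were at 207 and 563 CPM in colonic Fgfr2-low FB of replicates 1 and 2. They were at 44.6 and 90.3 CPM in Fgfr2-high FB, 3.63 and 13.2 CPM in PDGFRαhi FB, 2.68 and 11.5 CPM in CD81+ FB and 8.11 and 19.9 CPM in SMC of the same libraries. Free RNA of plasma cells would give a like level in each class. Other immunoglobulin or plasma cell genes were among the clustering features (40 of 2000), so the list was read again in cells with no UMI of these. In colon replicate 2 a UMI of the list was then found in 14.6% of Fgfr2-low FB (exact 95% interval 13.2 to 16.0) and 9.54% of Fgfr2-high FB, against 3.11% of PDGFRαhi FB (2.54 to 3.75), 1.99% of CD81+ FB and 3.34% of SMC. Median depth was 4270 UMIs in these Fgfr2-low FB and 3799 UMIs in these PDGFRαhi FB. In replicate 1 it was found in 12.2% and 9.32%, against 1.74%, 2.21% and 2.09%. This argues against free RNA spread evenly over the cells as the whole cause. Much of the level came from few cells. In Fgfr2-low FB the list was at 25.3 and 134 CPM in the cells with no UMI of the features (279 of 328 and 2528 of 2558 cells), and 1% of all Fgfr2-low FB held 77.3% and 85.9% of the UMIs of the list. In the other classes 1% of the cells held 28.4% to 79.2%, so this concentration does not set Fgfr2-low FB apart. Plasma cells joined to FB in a droplet stay open, and no biological explanation was tested.

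*Xist* had 5477, 52675, 6814 and 35601 UMIs in small intestine replicates 1 and 2 and colon replicates 1 and 2. The 4 Y-linked genes of the list (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) had 0 UMIs in each library. The labels give female mice.

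In PDGFRαhi FB 177 genes differed between the intestines here. That is lower than the value quoted from the study above, which was for sorted cells of other samples. In Fgfr2-high FB 103 genes differed here. That is also lower than the value quoted above, and the populations are not the same. Here 43 genes differed in both. That is lower than the value quoted above. For the single classes this direction depends on how the counts were fitted.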
